# The specificity of CTBP dehydrogenase inhibitors MTOB and 4-Cl-HIPP

**DOI:** 10.17912/micropub.biology.001415

**Published:** 2025-02-03

**Authors:** Benjamin A. Stickland, Franziska Greulich, Nina Henriette Uhlenhaut

## Abstract

C-terminal binding proteins (CTBPs) are conserved transcriptional repressors important in cancer and inflammation. Uniquely amongst transcriptional co-regulators, CTBPs possess a functional dehydrogenase domain. Since multiple malignancies display elevated CTBP levels, CTBP inhibitors targeting this dehydrogenase domain have been developed. While the importance of CTBPs dehydrogenase function for transcriptional regulation remains unclear, several studies have relied on CTBP inhibitors. *In vitro* experiments have confirmed binding of these compounds to CTBP’s active site, however evidence for specificity is lacking. To address this, we treated wildtype and *Ctbp1* , *2* double knockout J774.1 cells with MTOB or 4-Cl-HIPP and performed RNA-seq. We observed that both inhibitors elicit distinct transcriptional changes indicating non-overlapping modes of action. Moreover, the majority of changes induced by either inhibitor are observed in *Ctbp1/2* double knockout cells suggesting off-target effects. We hypothesize that those CTBP dehydrogenase inhibitors lack specificity to CTBPs and emphasise careful revaluation of findings inferred from studies using those inhibitors.

**Figure 1. Off-targets of CTBP inhibitors MTOB and 4-Cl-HIPP in J774.1 cells:**
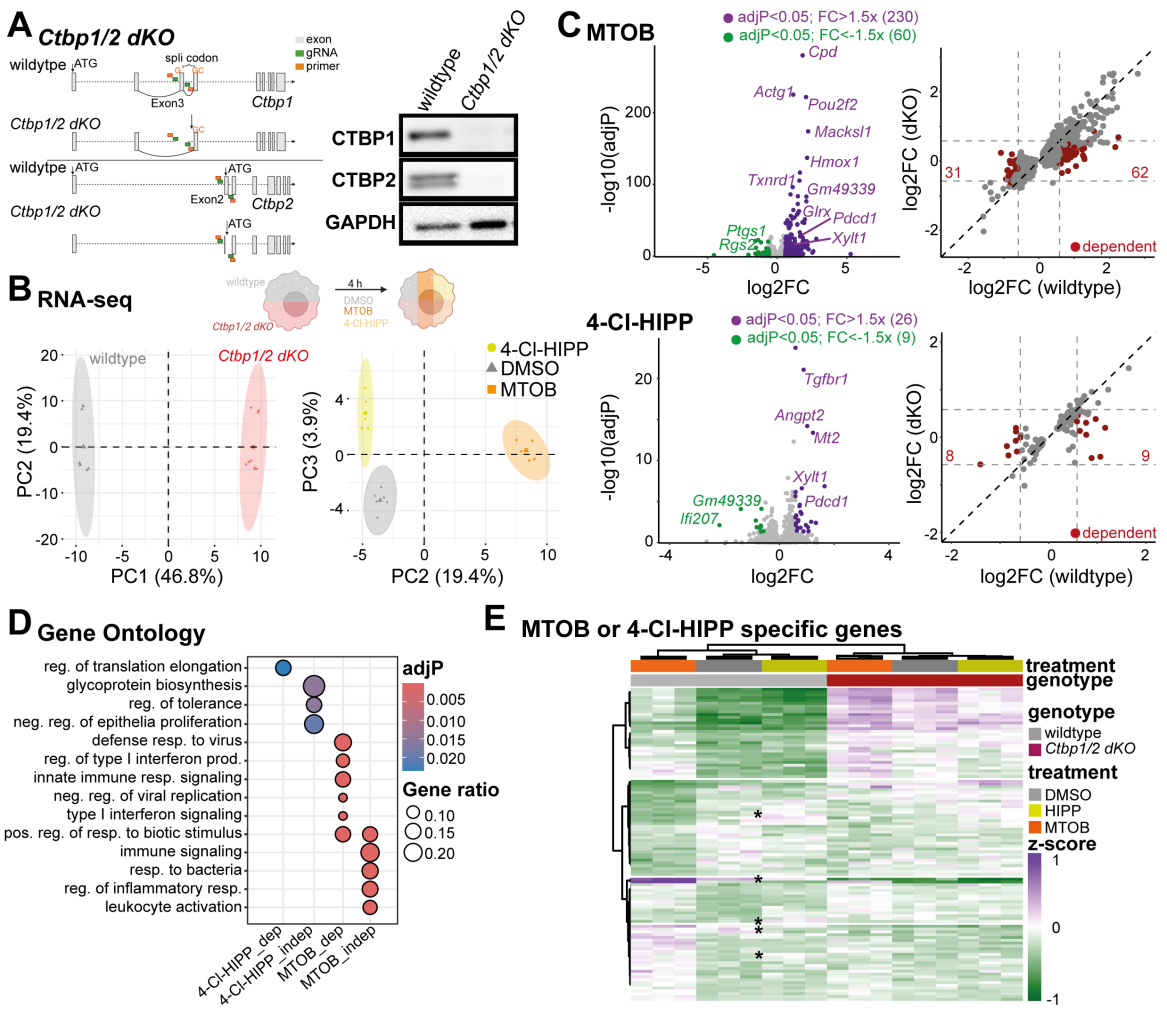
**(A)** Overview of the CRISPR double knockout ( *dKO* ) strategy and confirmation of CTBP1 and CTBP2 protein loss by western blot. We have introduced a premature STOP and frameshift mutation in both, the *Ctbp1* and *2* gene. **(B)** Principal component analysis from RNA-seq data of wildtype (grey) and *Ctbp1/2 dKO* (red) J774.1 cells after PBS/DMSO (control, grey), 4-Cl-HIPP (250 µM, yellow) and MTOB (1.5 mM, orange) treatment. N=3 **(C)** Differential expression of MTOB (top) or 4-Cl-HIPP (bottom) treated J774.1 wildtype cells. Significantly induced genes (Benjamini-Hochberg-adjusted P-value (adjP) < 0.05, Fold change (FC) > 1.5-fold) are indicated in purple, repressed genes (adjP < 0.05, FC > 1.5-fold) in green. Selected genes are labelled. Plots on the right show the correlation of fold changes observed in wildtype (x-axis) or *Ctbp1/2 dKO* (dKO, y-axis) cells after treatment with the respective inhibitor. Genes with significant changes in wildtype (adjP < 0.05), that do not respond to the respective inhibitor in the *Ctbp1/2 dKO* are termed CTBP-dependent (red). Numbers represent the number of genes. N=3 **(D)** Overrepresentation analysis of genes with CTBP-dependent (dep) or independent (indep) inhibitor effect by gene ontology for biological process. Colors indicate Benjamini-Hochberg-adjusted P-values, dot size the gene ratio. neg. – negative, reg. – regulation, resp. – response **(E)** Heatmap of genes that are CTBP1/2-dependently regulated by MTOB or 4-Cl-HIPP. Colors show the z-scaled variance-stabilized read counts. Clustering was performed by Euclidian distance. * indicate selected 4-Cl-HIPP regulated genes interblended with the MTOB target genes. &nbsp;

## Description

Here we report a RNA-seq study that elucidates the specificity of two substrate competitive inhibitors of C-terminal binding proteins (CTBP) 1 and 2.

CTBPs are paralogous transcriptional co-regulators that harbour a d-isomer specific 2-hydroxyacid dehydrogenase domain (D2-HDH) and their overexpression is associated with cancer (Boyd, Subramanian et al., 1993, Dcona, Morris et al., 2017, Schaeper, Boyd et al., 1995). Additionally, CTBPs are mediators of inflammation (Li, Zhang et al., 2020, Li, Zhang et al., 2022, Saijo, Collier et al., 2011, Shen, Kapfhamer et al., 2017). Therefore, inhibition of CTBP function may provide clinical tools to target malignancies or chronic inflammatory diseases.

The D2-HDH domain of CTBPs reduces or oxidises yet unknown substrates using the co-enzyme NAD+/NADH. 4-methylthio-2-oxobutanoate (MTOB) as a substrate analogue that binds the substrate-binding pocket of CTBPs in a CTBP-specific way (Hilbert, Grossman et al., 2014) , thereby antagonizing transcriptional regulation by CTBPs (Straza, Paliwal et al., 2010) . Using MTOB as a lead structure, 1 ^st^ generation CTBP inhibitors such 2-(hydroxyimino)-3-phenylpropanoic acid and its 2- and 4-chloro analogues were developed (Korwar, Morris et al., 2016) .

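The guide and primer sequences that the paper lists for the knockout were searched in the mouse genome build GRCm39, and each matched exactly once. Ctbp1 (ENSMUSG00000037373) lies on the minus strand of chromosome 5 from 33401056 to 33432483, and Ctbp2 (ENSMUSG00000030970) on the minus strand of chromosome 7 from 132589292 to 132726083. Both Ctbp1 guides bind in introns, on either side of exon 3. Guide 1, AAGCCCGTTTCCATTTACCA, matches the minus strand of chromosome 5 from 33418321 to 33418340, followed by the PAM AGG, and ends 13 bases from exon 3. The plus-strand sequence around it reads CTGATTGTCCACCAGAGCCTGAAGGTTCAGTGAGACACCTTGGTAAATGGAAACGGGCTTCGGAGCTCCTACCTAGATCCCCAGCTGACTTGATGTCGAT. Guide 2, TGAGCGGCCAGTCAAACCAG, matches the plus strand from 33418562 to 33418581, followed by AGG, and starts 65 bases beyond the same exon, in the context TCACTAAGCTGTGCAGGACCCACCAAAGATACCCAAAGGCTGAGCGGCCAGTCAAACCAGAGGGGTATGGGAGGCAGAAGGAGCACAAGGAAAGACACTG. The predicted Cas9 cleavage sites are 255 bases apart and enclose all of exon 3, which runs from 33418353 to 33418497. Its length of 145 bases is not a multiple of 3. For Ctbp2, guide 1, GGGGCCGTTCATGATCTGG, has 19 bases and lies inside coding exon 2, on the plus strand of chromosome 7 from 132601046 to 132601064, followed by GGG. Its plus-strand context is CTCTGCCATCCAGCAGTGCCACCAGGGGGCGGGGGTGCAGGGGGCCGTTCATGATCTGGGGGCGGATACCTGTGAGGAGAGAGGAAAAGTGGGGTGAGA. Guide 2, GTTGCACCTCACCTTTACCT, lies in the adjacent intron on the minus strand from 132600896 to 132600915, followed by GGG and 5 bases from exon 2, in the context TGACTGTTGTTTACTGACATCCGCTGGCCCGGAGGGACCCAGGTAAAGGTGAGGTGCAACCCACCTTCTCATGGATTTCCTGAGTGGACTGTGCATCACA. The 2 predicted cleavage sites in Ctbp2 are 163 bases apart, and exon 2 runs from 132600920 to 132601074 with 155 bases. The genotyping primers span 767 bases of unedited Ctbp1 sequence (33418018 to 33418784) and 656 bases of unedited Ctbp2 sequence (132600572 to 132601227).

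**Figure D1:**
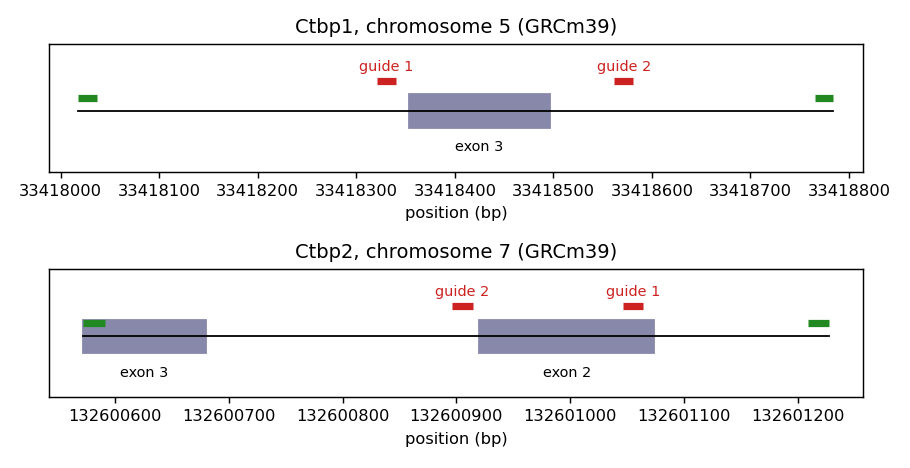
Guide (red) and genotyping primer (green) positions in Ctbp1 and Ctbp2, drawn to scale along GRCm39 with annotated exons (blue) and introns (line). The Ctbp1 guides flank exon 3, and the Ctbp2 guides lie in exon 2 and in the intron 5 bases from it.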

To test the specificity of the two CTBP inhibitors MTOB and 4-Cl-HIPP (3-(4-Chlorophenyl)-2-(hydroxyimino) propanoic acid), we generated a *Ctbp1/2* double knockout (dKO) in the macrophage cell line J774.1 ( **Fig. 1A** ). 

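J774.1 is a mouse cell line with macrophage properties, MTOB is a keto acid that occupies the substrate pocket of CTBPs, and 4-Cl-HIPP is a chlorinated oxime acid developed from it. The experiment comprised 18 samples in 6 groups, with 3 biological replicates for each of vehicle, 1.5 mM MTOB and 250 µM 4-Cl-HIPP in wildtype and in Ctbp1/2 dKO cells, all after 4 h. The methods and the labels give the vehicle as PBS/DMSO, and there is a single vehicle group per genotype for both inhibitors. The methods name rRNA depletion with an unstranded TruSeq mRNA kit, whereas the labels name polyA RNA. The authors' table lists 18204 genes with a TPM value per sample, and for each of the 4 inhibitor comparisons a log2 fold change, an adjusted p-value and a mean normalized count. TPM, a measure of transcript abundance, are scaled within each sample, so the sequencing depth of each sample is unknown. Because TPM are not counts, differential expression was tested with limma on log2(TPM + 1) in a single model of the 6 group means, for the 16383 genes with a mean normalized count above the 10th percentile (0.222). Genes were called differentially expressed at a Benjamini-Hochberg-adjusted p-value below 0.05 and a fold change above 1.5, the thresholds of the paper. A log2 fold change on this scale understates the change of genes with low TPM. Log2(TPM + 1) of replicates correlated across genes with a Pearson r of 0.981 to 0.988.
The RNA of both targeted genes was lower in dKO than in wildtype cells, to a different degree. Under vehicle, Ctbp1 had 218 ± 18.1 TPM (SD, n = 3) in wildtype and 25.1 ± 0.638 TPM (SD, n = 3) in dKO cells, a log2 fold change of -3.07 (SE 0.13, adjusted p = 1.81e-10, limma, Benjamini-Hochberg). Ctbp2 had 92.6 ± 4.57 TPM (SD, n = 3) in wildtype and 75.9 ± 3.13 TPM (SD, n = 3) in dKO cells, a log2 fold change of -0.28 (SE 0.06, adjusted p = 0.00403, limma, Benjamini-Hochberg). TPM sum over a whole gene and do not show whether the remaining transcripts carry the mutation.

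**Figure D2:**
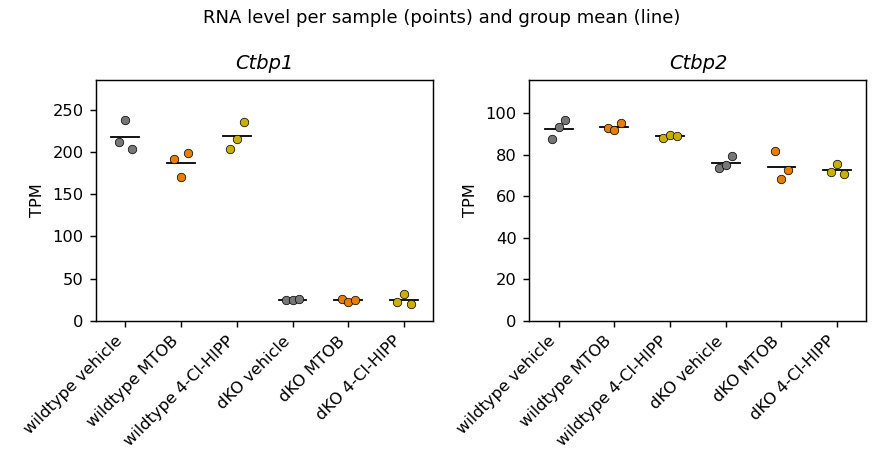
TPM of Ctbp1 and Ctbp2 in each of the 18 samples (points) with the mean of each group of 3 (line). Ctbp1 falls to about 25.1 TPM in dKO vehicle samples, whereas Ctbp2 remains at 75.9 TPM.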

Wildtype and *Ctbp1/2 dKO* cells were treated with either DMSO as vehicle control, 1.5 mM MTOB or 250 µM 4-Cl-HIPP for 4 h to investigate direct drug effects on transcription. The concentrations of both inhibitors were chosen in accordance with published dose response curves (Achouri, Nöel et al., 2007, Dcona, Chougoni et al., 2023, Dcona, Damle et al., 2019, Hilbert, Morris et al., 2015, Straza, Paliwal et al., 2010). RNA was collected and drug effects assessed by RNA-seq.

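Principal components were computed from log2(TPM + 1) of the 500 most variable genes above the expression limit, centred and not scaled. The first component held 29.0% of the variance and separated the genotypes. Scores on it were -17.94 to -14.21 for the 9 wildtype samples and 14.52 to 17.34 for the 9 dKO samples. The share depended on how genes with few reads were weighted, and restricting the genes to those with a mean normalized count of at least 10, a choice made after the data were seen, moved it most, to 48.1%. Gene by gene, 791 genes differed between dKO and wildtype cells under vehicle, 537 higher and 254 lower in dKO (limma, Benjamini-Hochberg).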

Principal component analysis of the RNA-seq results shows a clear separation of double knockout and wildtype cells, explaining 46.8% of variance. Of the inhibitors, MTOB has the strongest influence on gene expression, driving 19.4% of gene expression variation. 

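The second component held 7.72% of the variance and separated MTOB from the other treatments, with a share of the variance of its scores (R2) of 0.842 for MTOB against the rest. In wildtype cells its scores were -10.6 ± 5.63 (SD, n = 3) with MTOB and 4.24 ± 2.48 (SD, n = 3) with vehicle, and every MTOB sample lay below every vehicle and 4-Cl-HIPP sample of both genotypes. Without replicate 2 of every group the R2 for MTOB on it fell to 0.335.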

4-Cl-HIPP, on the other hand effects only 3.9% of variation. 

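No component among the first 4 separated 4-Cl-HIPP from both other treatments. The third component held 6.63% of the variance, and 4-Cl-HIPP against the rest had an R2 of 0.0261 on it. Its scores were 2.58 ± 3.90 (SD, n = 3) with 4-Cl-HIPP and 1.54 ± 13.3 (SD, n = 3) with vehicle in wildtype cells. On the second component the 4-Cl-HIPP samples lay on the side opposite to MTOB, at 5.93 ± 2.84 (SD, n = 3) in wildtype and 7.64 ± 4.12 (SD, n = 3) in dKO cells, overlapping with vehicle. Under the other settings tried the largest R2 for 4-Cl-HIPP on PC3 was 0.262, without replicate 3 of every group. On PC4 it reached 0.2905, with each gene scaled to unit variance. With genes of at least 10 mean normalized counts, a setting chosen after the data were seen, the 4-Cl-HIPP samples lay beyond the vehicle samples on PC2 within each genotype.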

Surprisingly, the inhibitor effects were observed in wildtype and *Ctbp1/2 dKO* cells on this global view, indicating off-target effects of both inhibitors ( **Fig. 1B** ).

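The displacement by MTOB on the second component was of similar size in both genotypes. In dKO cells the scores were -10.5 ± 3.67 (SD, n = 3) with MTOB and 3.30 ± 1.21 (SD, n = 3) with vehicle. Over all 16383 genes the sum of squares of log2(TPM + 1) divided into 24.2% for genotype, 15.7% for treatment, 8.62% for the interaction of genotype and treatment and 51.5% within groups. For the 11044 genes with a mean normalized count of at least 10 the shares were 36.2%, 18.8%, 6.82% and 38.2%. Noise within groups enters each of the other shares too, so they are not sizes of effects. The interaction share was not compared with its value without an effect, and by itself it shows no interaction.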

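In wildtype cells, 328 genes were differentially expressed with MTOB, 254 induced and 74 repressed, and 23 with 4-Cl-HIPP, 18 induced and 5 repressed (limma, Benjamini-Hochberg). Without the fold-change limit these counts were 1189 and 56, with 622 induced and 567 repressed for MTOB and 50 and 6 for 4-Cl-HIPP. The 4-Cl-HIPP count rested on single samples and fell to 9 without the wildtype 4-Cl-HIPP sample of replicate 2 and to 10 without the wildtype vehicle sample of replicate 3, whereas the MTOB count stayed between 291 and 309 when any of its 6 samples was left out. Compared directly, 423 genes differed between MTOB and 4-Cl-HIPP in wildtype cells. Among the genes labelled in Fig. 1C, Hmox1, which encodes heme oxygenase 1, rose by a log2 fold change of 2.10 with MTOB (SE 0.07, adjusted p = 3.38e-11, limma, Benjamini-Hochberg). Marcksl1 (2.18), Gm49339 (2.04), Pou2f2 (2.00), Glrx (1.93), Cpd (1.76), Pdcd1 (1.50), Actg1 (1.12), Txnrd1 (0.93) and Xylt1 (0.87) also rose, and Ptgs1 (-1.26) and Rgs2 (-1.37) fell, all with adjusted p-values of 3.59e-05 or less (limma, Benjamini-Hochberg). The largest log2 fold changes with MTOB among genes with at least 10 mean normalized counts and no overlap between groups were Gm35037 (2.71), Gm20186 (2.69), Lilr4b (2.58) and Ndor1 (2.57). Lilr4b has a close paralog and the Ndor1 symbol is listed under 3 identifiers, so reads could have been divided between copies, and the call for Ndor1 was lost when any of its 6 samples was left out (adjusted p = 0.0707 to 0.0878, limma, Benjamini-Hochberg). With 4-Cl-HIPP, Tgfbr1 rose by 0.87 (SE 0.07, adjusted p = 2.18e-05, limma, Benjamini-Hochberg) and the metallothionein gene Mt2 by 1.23 (SE 0.12, adjusted p = 0.000169). Pdcd1 (0.70) and Xylt1 (0.67) rose, and Gm49339 (-0.61) and Ifi207 (-0.97) fell, with adjusted p-values of 0.0139 or less (limma, Benjamini-Hochberg), but the call for Ifi207 was lost without wildtype 4-Cl-HIPP replicate 1 or 2 or wildtype vehicle replicate 1 or 2 (adjusted p = 0.0577 to 0.0717), and that for Gm49339 without wildtype 4-Cl-HIPP replicate 2 (adjusted p = 0.0578). Angpt2 was not differentially expressed (0.45, SE 0.36, adjusted p = 0.852, limma, Benjamini-Hochberg), whereas Angptl2 rose by 0.97 (SE 0.09, adjusted p = 6.64e-05). The remaining largest changes with 4-Cl-HIPP were Commd1b (2.98), which has a near-identical copy and lost its call when any sample was left out (adjusted p = 0.0725 to 0.0906, limma, Benjamini-Hochberg), Pmepa1 (1.60), whose call was lost without wildtype vehicle replicate 3 (adjusted p = 0.0517), and Coro2a (-1.14), whose call was lost without the same sample (adjusted p = 0.0517) or wildtype 4-Cl-HIPP replicate 2 (adjusted p = 0.0615). With only the compared groups in the fit, Gm49339, Ifi207, Angptl2, Pmepa1 and Coro2a lost their calls (adjusted p = 0.0517 to 0.287, limma, Benjamini-Hochberg).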

A more detailed analysis of gene expression in response to either MTOB or 4-Cl-HIPP revealed 290 and 35 differentially expressed genes in wildtype cells, respectively ( **Fig. 1C** ). A comparison of inhibitor effects in wildtype to the effect in *Ctbp1/2 dKO* cells showed that both inhibitors also effect gene expression even when CTBPs 1 and 2 are not expressed further confirming their off-target effects. 

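In dKO cells, 262 genes were differentially expressed with MTOB, 188 induced and 74 repressed, and 25 with 4-Cl-HIPP, 20 induced and 5 repressed (limma, Benjamini-Hochberg). Of these, 132 and 8 were also called in wildtype cells. Without the fold-change limit, 505 genes were induced and 575 repressed with MTOB in dKO cells, and 66 and 15 with 4-Cl-HIPP. The 4-Cl-HIPP count in dKO cells fell to 11 without the dKO 4-Cl-HIPP sample of replicate 1. Of the genes called in wildtype cells, 308 of 328 changed in the same direction in dKO cells with MTOB and 20 of 23 with 4-Cl-HIPP. The slope through the origin of the dKO on the wildtype log2 fold change was 0.637 for MTOB (Pearson r = 0.767) and 0.310 for 4-Cl-HIPP (Pearson r = 0.386). These are descriptions across genes, which are not independent replicates, and choosing genes by their wildtype change lowers the slope even where the effects are equal. The slope for 4-Cl-HIPP rose to 0.701 without the wildtype 4-Cl-HIPP sample of replicate 2. Hmox1 rose by a log2 fold change of 2.24 with MTOB in dKO cells, Txnrd1 by 0.94, Gm49339 by 2.36 and Actg1 by 1.07, with SE of 0.09 or less. With 4-Cl-HIPP in dKO cells, Tgfbr1 rose by 0.94, Mt2 by 0.99, Pmepa1 by 1.43 and Angptl2 by 0.72, each with an adjusted p-value of 0.0128 or less (limma, Benjamini-Hochberg). All 4 lost their calls with only the compared groups in the fit (adjusted p = 0.0701 to 0.217, limma, Benjamini-Hochberg), and Pmepa1 also without dKO 4-Cl-HIPP replicate 1 (adjusted p = 0.0797) or dKO vehicle replicate 2 (adjusted p = 0.0665).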

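A gene called in wildtype cells was taken as CTBP-dependent when its adjusted p-value for the same inhibitor in dKO cells was 0.05 or more, since the legend of Fig. 1C gives no limit for the absence of a response. By this definition 147 of the 328 MTOB genes were CTBP-dependent (44.8%), 97 induced and 50 repressed, and 11 of the 23 4-Cl-HIPP genes (47.8%), 6 induced and 5 repressed. In the absence of the wildtype 4-Cl-HIPP sample of replicate 2 only 2 CTBP-dependent 4-Cl-HIPP genes were left, and in the absence of the wildtype vehicle sample of replicate 3 there were 4. Of the CTBP-dependent genes, 128 of 147 and 8 of 11 changed in the same direction in dKO cells, by a median of 0.348 and 0.321 times the wildtype log2 fold change. They had lower mean normalized counts than the other called genes, with medians of 77.4 against 219 for MTOB and 100.5 against 315 for 4-Cl-HIPP.
A call in wildtype but not in dKO cells does not by itself show that the effects differ, so the difference between the 2 log2 fold changes (wildtype minus dKO) was tested for each gene. For MTOB, 15 genes differed at an adjusted p-value below 0.05 (limma, Benjamini-Hochberg), 14 with a positive and 1 with a negative difference, and 1123 had an unadjusted p-value below 0.05. The count fell to 6 without the wildtype vehicle sample of replicate 3. None of the 15 was among the 147 CTBP-dependent genes, of which 80 had an unadjusted p-value below 0.05 and 55 an adjusted p-value below 0.05 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Of the 15 genes, 10 were called in wildtype cells, and these 10 changed in the same direction but less in dKO cells. The smallest interaction p-values belonged to Cpd, Abr and Pou2f2, of which Cpd rose by 1.76 in wildtype and 1.19 in dKO cells, a difference of 0.57 (SE 0.06, adjusted p = 0.00109, limma, Benjamini-Hochberg), Abr by 1.07 and 0.45, a difference of 0.62 (SE 0.07, adjusted p = 0.00272), and Pou2f2 by 2.00 and 1.38, a difference of 0.62 (SE 0.08, adjusted p = 0.00834). These 3 interactions passed the threshold whichever sample was left out. For 4-Cl-HIPP, 0 genes differed at an adjusted p-value below 0.05 and 740 at an unadjusted one. The 3 smallest p-values belonged to 2900009J06Rik, Coro2a and Timm17b, with adjusted p-values of 0.166 to 0.265 (limma, Benjamini-Hochberg), and without the wildtype vehicle sample of replicate 2 there were 3 genes past the threshold, Coro2a among them (adjusted p = 0.0210). 2900009J06Rik passed without dKO 4-Cl-HIPP replicate 2 (adjusted p = 0.00913, limma, Benjamini-Hochberg) or wildtype 4-Cl-HIPP replicate 1 (adjusted p = 0.00957). It lies near the floor, at 0 TPM in every wildtype vehicle sample and at most 2.25 TPM in any sample. The omitted dKO 4-Cl-HIPP replicate 2 was the only sample of its group above 0 (0.726 TPM). Coro2a was low too, at 0.60 to 4.01 TPM. Of the 11 CTBP-dependent 4-Cl-HIPP genes, 8 were below 0.05 both unadjusted and adjusted over the list alone.

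**Figure D3:**
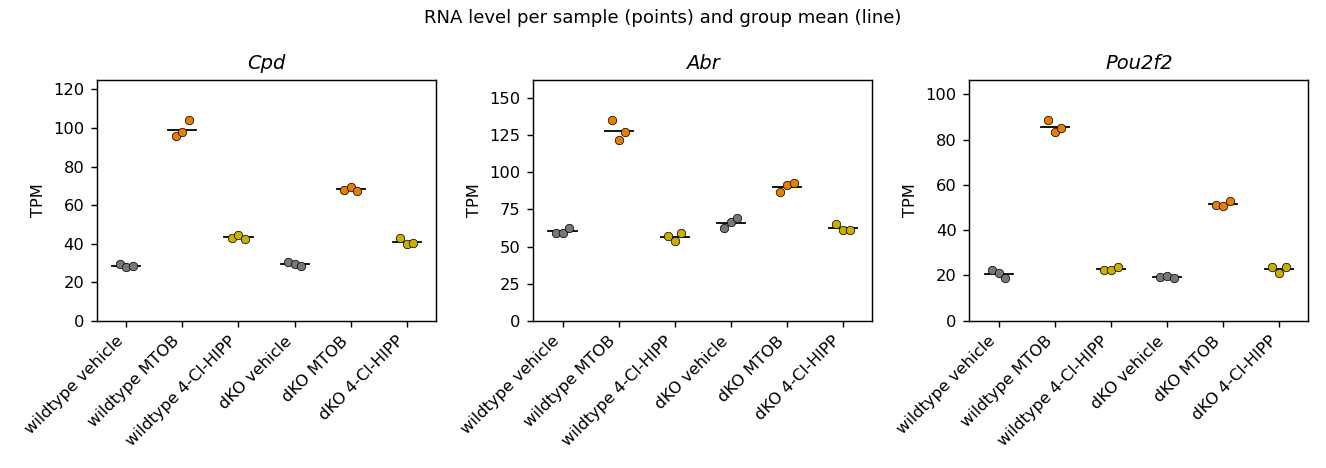
TPM of Cpd, Abr and Pou2f2 in each of the 18 samples (points) with the mean of each group of 3 (line). MTOB raises all 3 genes in both genotypes, less in dKO than in wildtype cells.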

For MTOB, 93 of the 290 regulated genes were CTBP-dependent ( **Fig. 1C** top right), whereas for 4-Cl-HIPP 17 of the 35 genes showed CTBP dependency ( **Fig. 1C** right bottom). 

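In place of gene ontology tables, a list of translation elongation genes fixed beforehand was used, with 26 members tested. With 4-Cl-HIPP in wildtype cells the median log2 fold change of this list was -0.052, with 7 members higher and 19 not (adjusted p = 0.0400, camera of limma, Benjamini-Hochberg). The result did not hold with fry (adjusted p = 0.127, limma, Benjamini-Hochberg) or with an inter-gene correlation estimated from the data (adjusted p = 0.0831), and it was also lost without wildtype 4-Cl-HIPP replicate 1 (median -0.022, adjusted p = 0.283) or wildtype vehicle replicate 2 (median -0.034, adjusted p = 0.179). None of the 26 members was among the 11 CTBP-dependent 4-Cl-HIPP genes. Among single members, 0 had an adjusted p-value below 0.05 over all genes tested and 1 when adjusted over the list alone. Cpeb2, which encodes a cytoplasmic polyadenylation element binding protein, changed by 0.57 (SE 0.14, adjusted p = 0.140, limma, Benjamini-Hochberg) and the ubiquitin hydrolase gene Usp16 by -0.64 (SE 0.20, adjusted p = 0.284).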

Among the CTBP-dependent 4-Cl-HIPP effected genes “regulation of translation elongation” enriched significantly by overrepresentation analysis for gene ontologies of biological process. 

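A list of interferon-induced genes, with 54 members tested, rose with MTOB in wildtype cells by a median log2 fold change of 0.47 (adjusted p = 2.78e-20, camera of limma, Benjamini-Hochberg). Of its members, 49 rose, 15 were differentially expressed, 19 had an adjusted p-value below 0.05 over all genes tested and 35 when adjusted over the list alone. In dKO cells the median was 0.20, with 40 members higher (adjusted p = 1.06e-05, camera of limma, Benjamini-Hochberg), and it fell to 0.104 without the dKO vehicle sample of replicate 2. Usp18 rose by 1.58 in wildtype and 0.51 in dKO cells, Isg15 by 1.21 and 0.75, and Irf7 by 1.13 and 0.15, whereas 11 members were higher in dKO cells, among them Rsad2 (0.08 and 1.10), Ifit1 (0.39 and 0.81), Ifit3 (0.79 and 1.15), Mx2 (0.39 and 0.82) and Cxcl10 (0.73 and 1.02). With 4-Cl-HIPP the list moved the other way, with a median of -0.11 in wildtype (adjusted p = 1.32e-05, camera of limma, Benjamini-Hochberg) and -0.20 in dKO cells (adjusted p = 1.31e-12). With fry the changes with MTOB in both genotypes and with 4-Cl-HIPP in dKO cells held and that with 4-Cl-HIPP in wildtype did not (adjusted p = 0.185, limma, Benjamini-Hochberg). With an inter-gene correlation estimated from the data, only the change with MTOB in wildtype held (adjusted p = 0.0177, limma, Benjamini-Hochberg). Among the 147 CTBP-dependent MTOB genes, 12 were interferon-induced: Dhx58, Eif2ak2, Irf7, Isg15, Oas2, Oas3, Parp14, Rtp4, Slfn5, Slfn8, Trim30a and Xaf1. Against all tested genes this was an enrichment (adjusted p = 6.86e-13, two-sided Fisher's exact test with Benjamini-Hochberg adjustment), and against the genes called in wildtype it was not past the threshold after adjustment (adjusted p = 0.0527, two-sided Fisher's exact test). Rigi, also written into the list, was missed because the gene is listed under the symbol Ddx58. Ddx58 was itself a CTBP-dependent MTOB gene (0.97 in wildtype and 0.20 in dKO cells). The 12 leave it out, so the comparison with the called genes, close to the threshold, does not decide the question. Of the 11 CTBP-dependent 4-Cl-HIPP genes, 2 were interferon-induced (Ifi207 and Oasl1), also an enrichment against all tested genes and not against the called genes (adjusted p = 0.00460 and 0.868, two-sided Fisher's exact test with Benjamini-Hochberg adjustment).

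**Figure D4:**
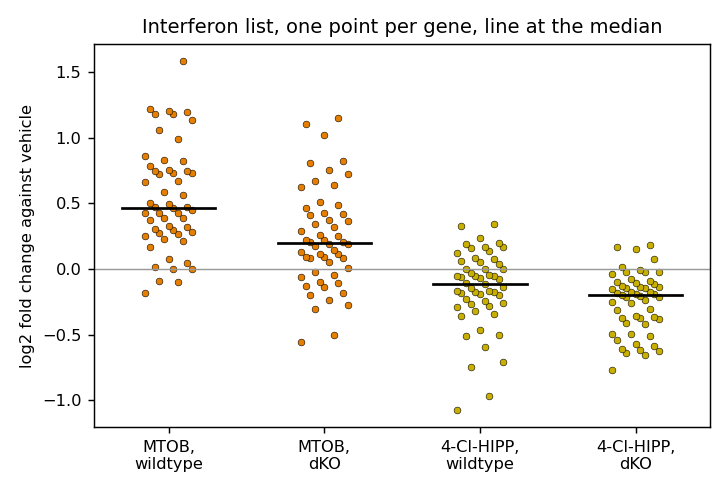
Log2 fold change against vehicle of each of the 54 interferon-induced genes (points) and their median (line) for each inhibitor and genotype. The medians are 0.47 and 0.20 with MTOB and -0.11 and -0.20 with 4-Cl-HIPP, in wildtype and dKO cells respectively.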

MTOB, on the other hand, regulates “defense response to viruses”, “innate immune response signaling” and “type I interferon signaling” ( **Fig. 1D** ). Those results indicate that 4-Cl-HIPP and MTOB do regulate different gene sets, even among their CTBP-dependent target genes hinting towards a different mode of action. 

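In wildtype cells, 7 genes were called for both inhibitors, 5 in the same direction and 2 in opposite directions (Coro2a, Cpd, Gm49339, Ifi207, Pdcd1, Scarna10 and Xylt1), and Coro2a and Scarna10 were CTBP-dependent for both. Both started lower in dKO cells, with little room to fall. Coro2a had 0.60 to 0.75 TPM in dKO vehicle samples and 0.63 to 1.31 TPM in treated wildtype samples. Scarna10 changed with either inhibitor by -1.905 in wildtype and -0.872 in dKO cells, and by -1.033 in dKO under vehicle. These labels therefore do not show a need for CTBPs. Without the wildtype 4-Cl-HIPP sample of replicate 2 there were 2 shared genes. Both comparisons use the same 3 vehicle samples, so some correlation arises without any effect. Across the 11044 genes with a mean normalized count of at least 10, the log2 fold changes of the 2 inhibitors correlated with a Pearson r of 0.288 in wildtype cells, whereas 100 simulations of unchanged groups against the same vehicle samples, with the residuals of the samples as noise, gave a mean r of 0.506 (-0.343 to 0.918, at most the observed value in 15) and a mean of 0.01 shared genes. With the MTOB effect kept and no effect of 4-Cl-HIPP the mean r was 0.358 (-0.404 to 0.727). Different inhibitors in different genotypes, which share no sample, were uncorrelated across genes. The r was -0.008 between MTOB in wildtype and 4-Cl-HIPP in dKO cells and 0.031 the other way round. The same inhibitor in the 2 genotypes, also without a shared sample, gave an r of 0.52 for MTOB and 0.218 for 4-Cl-HIPP.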

To further elucidate the similarities or differences of both inhibitors, we specifically looked at CTBP-dependently regulated genes for both inhibitors (17 for 4-Cl-HIPP, 93 for MTOB) by blotting the z-scaled variance stabilized counts as heatmap and performed clustering analysis by Euclidian distance. Again, MTOB had the stronger effect of the two inhibitors as it contributed 93 genes to the gene set. 

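Each CTBP-dependent MTOB gene was compared with the change between dKO and wildtype cells under vehicle. Of the 147 genes, 48 changed in dKO with the same sign as with MTOB at an adjusted p-value below 0.05 (limma, Benjamini-Hochberg), 13 changed with the opposite sign and 86 did not pass the threshold. Regardless of the p-value, 102 had the same sign. Among the 181 other MTOB genes, 56 had the same sign past the threshold, 38 the opposite sign and 87 did not pass it, and 105 shared the sign. Both changes are measured against the same wildtype vehicle samples. In 100 simulations with the MTOB effect kept, no genotype effect and the same noise, the CTBP-dependent genes shared the sign in 86.9% of cases on average (56 to 100%), whereas 0 genes passed the threshold with the same sign. With the genotype change taken from the 4-Cl-HIPP-treated samples, which share no sample with the MTOB change, 36 of the 147 genes had the same sign past the threshold, 16 the opposite sign and 95 did not pass it.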

Among the CTBP-dependent MTOB target genes we identified genes mimicking the *Ctbp1/2* double knockout effect and genes that do not mimic the effect of *Ctbp1/2* loss-of-function ( **Fig. 1E** ). The CTBP-dependent MTOB effects that are not mimicked by *Ctbp1/2* loss-of-function may depend on its dehydrogenase activity or oligomerization state.

In summary, the two CTBP inhibitors MTOB and 4-Cl-HIPP have distinct modes of actions of which only a subset is mimicked by *Ctbp1/2* loss-of-function. More importantly, both inhibitors show effects in *Ctbp1/2* double knockout cells indicative for off-target effects. We could not identify specific pathways enriched among the off-target genes, but other D2-HDH-containing dehydrogenases may potentially be targeted by those inhibitors. 

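Predefined gene lists were also tested in dKO cells. A list of 24 antioxidant genes of the NRF2 response rose with MTOB by a median log2 fold change of 0.40 in wildtype (adjusted p = 3.92e-28, camera of limma, Benjamini-Hochberg) and 0.48 in dKO cells (adjusted p = 9.23e-36), with 22 and 23 members higher. Its adjusted p-values were below 0.05 for 18 and 19 members over all genes tested, and for 20 and 21 when adjusted over the list alone. A list of 29 inflammatory genes rose by 0.54 (adjusted p = 1.45e-23, camera of limma, Benjamini-Hochberg) and 0.64 (adjusted p = 7.18e-25), with 20 and 21 members past 0.05 when adjusted over the list alone. These changes held with fry and with an estimated inter-gene correlation. With 4-Cl-HIPP a list of 24 sterol synthesis genes rose by 0.24 in wildtype (adjusted p = 4.62e-17, camera of limma, Benjamini-Hochberg) and 0.22 in dKO cells (adjusted p = 7.19e-12), which also held with both. The RNA of Phgdh measured 361 ± 8.29 TPM (SD, n = 3) with vehicle, 343 ± 25.3 TPM (SD, n = 3) with MTOB and 326 ± 23.9 TPM (SD, n = 3) with 4-Cl-HIPP in dKO cells, and neither inhibitor changed it (adjusted p = 0.698 and 0.660, limma, Benjamini-Hochberg). RNA levels do not measure the activity of the enzyme. The 4 tested dehydrogenase genes Phgdh, Grhpr, Ctbp1 and Ctbp2, taken as a list, did not change with either inhibitor in dKO cells (adjusted p = 0.414 and 0.125, camera of limma, Benjamini-Hochberg), although for 4-Cl-HIPP the adjusted p-value was 0.00542 without the dKO 4-Cl-HIPP sample of replicate 2.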

One potential candidate is phosphoglycerate dehydrogenase (PHGDH). Its loss was recently associated with an M2 to M1 phenotype switch in tumour-associated macrophages (Cai, Li et al., 2024) .

## Methods

*Generation of Ctbp1 and 2 double knockout cells*

To assemble a functional gRNA, 2 µl Alt-R CRISPR-Cas9 tracrRNA labelled with ATTO 550 and 2 µl crRNA (IDT, 100 µM) were mixed in 20 µl duplex buffer, heated to 95°C for 5 min and slowly cooled back to room temperature within two hours. 0.7 µl annealed oligonucleotides (50 µM) were mixed with 0.5 µl Alt-R Cas9 (IDT) in 1.8 µl PBS and incubated for 20 min at room temperature to assemble RNP complexes. 500,000 cells of the cell line J774.1 were washed with PBS and resuspended in 12 µl electroporation buffer R (Thermo Fisher Scientific). 4 µl of electroporation enhancer (15 µM IDT), 8 µl of electroporation buffer R and 12 µl cell suspension were added to the assembled RNP complexes. The solution was mixed with a 10 µl electroporation tip, the filled tip was placed in the Neon electroporation device (Thermo Fisher Scientific) in 5 mL buffer E and subjected to 3x 1400 V for 10 ms each. Then cells were seeded in 6-well plates pre-filled with full growth medium. Next day, cells were suspended in FACS buffer (5 mM EDTA, 2% FBS, PBS), pipetted through a cell strainer to obtain single cell suspension and subjected to FACS (BD Aria II). To enrich for successfully transfected cells ATTO 550 positive cells were sorted in a container filled with growth medium. Cells were diluted to 2 cells/ 100 µl and 100 µl aliquots were seeded on 96-well plates for single cell outgrowth. During this time, cells were monitored closely to ensure monoclonal origin. After reaching confluence, clonal colonies were propagated and subjected to genotyping by PCR. Selected clones were confirmed as either wildtype or knockout by sequencing of PCR products and western blotting.

*Inhibitor treatment of J774.1*

J774.1 wildtype or *Ctbp1/2* double knockout cells were seeded at 250,000 cells/ well of a 24-well plate in 1 mL full growth medium (DMEM high glucose, 10 % FBS, 1 % Penicillin/ Streptomycin) and incubated at 37 °C and 5 % CO _2_ overnight. Next day, cells were treated with 1.5 mM MTOB (2 M in PBS, Sigma Aldrich Cat. No.: K6000), 250 µM 4-Cl-HIPP (500 mM in DMSO, gifted by W.E.Royer) or a vehicle control (PBS/ DMSO) for 4 h.

*Western blot*

Cells were lysed in RIPA buffer (150 mM NaCl, 50 mM Tris (pH 7.4), 1% Nonidet P-40, 0.5% sodium-deoxycholate, 0.1% sodium-dodecylsulfate). 6x Laemmli-buffer (375 mM Tris-HCl (pH 6.8), 6% SDS, 4.8 % glycerol, 9% 2-mercaptoethanol and 0.03% bromphenolblue) was added to a final concentration of 1X and protein lysates were boiled at for 10 min 95 °C. Proteins were separated by size using a 8% polyacrylamide gel in running buffer (25 mM Tris, 192 mM glycine, 0.1 % SDS) and transferred to a PVDF membrane in transfer buffer (25 mM Tris, 192 mM glycine, 20 % ethanol) using semi-dry transfer. Membranes containing protein lysates were blocked for 1 h in 5 % BSA in TBS-T (150 mM NaCl, 10 mM Tris , 0.1 % Tween-20) and incubated with primary antibody overnight at 4°C. The primary antibody was removed and membranes were washed thrice with TBS-T before incubation with HRP-coupled secondary antibodies for 1 h at room temperature. Membranes were washed again thrice with TBS-T before HRP substrate was added. Chemiluminescence was detected using the Sapphire Azure Bioscanner.

*RNA-seq*

Total RNA was extracted from treated cells using the ReliaPrep RNA Miniprep System (Promega Cat. No.:Z6012) according to the manufacturer’s instructions. The RNA quality was determined on an Agilent 2100 Bioanalyzer with the RNA 6000 Nano kit, following the manufacturer’s instructions. Library preparation and rRNA depletion were conducted using the TruSeq unstranded mRNA Library Prep kit (Illumina) starting with 1 µg of RNA for each biological triplicate. The samples were sequenced on the Illumina NovaSeq6000 with 2x100bp paired-end.

*Data analysis*

NGS data quality was assessed with FastQC (RRID: SCR 014583, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

Gene-level quantification was performed with Salmon version 1.9.0 (RRID: SCR_017036 (Patro, Duggal et al., 2017) ). Settings were: -libType A, -gcBias, -biasSpeedSamp 5 using the mm39 (M28, GRCm39) reference transcriptome provided by Gencode (Frankish, Diekhans et al., 2021) . Gene count normalization and differential expression analysis were performed with DESeq2 version 1.44.0 (RRID: SCR_015687 (Love, Huber et al., 2014) ) after import of gene-level estimates with “tximport” version 1.32.0 (RRID: SCR_016752 (Soneson, Love et al., 2015) ) in R (RRID: SCR_001905, R version 4.1.1 (Team, 2018) ).

For gene annotation, Ensembl gene IDs were mapped to symbols using the Bioconductor package “AnnotationHub” version 3.12.0 (RRID: SCR_024227 (Morgan & Shepherd, 2024) ). Genes with expression higher than a 10 ^th^ percentile, fold change of 1.5, and Benjamini-Hochberg-adjusted p value < 0.05 were called significantly changed. Plots were generated with “ggplot2” version 3.5.1 (RRID: SCR_014601 (Wickham, 2016) ) or “pheatmap” version 1.0.12 (RRID: SCR_016418; https://github.com/raivokolde/pheatmap ) packages and GO enrichment performed with “clusterProfiler” version 4.12.6 (RRID: SCR 016884 (Yu, Wang et al., 2012) ).

*Data availability*

RNA-seq data is available at GSE281668.

For interactive data exploration: https://franzig.shinyapps.io/ctbpinhibitors/.

## Reagents

**Table:** 

**Target**	**Sequence**	**Manufacturer**
*Ctbp1*	AAGCCCGUUUCCAUUUACCA GUUUUAGAGCUAUGCU	IDT
*Ctbp1*	UGAGCGGCCAGUCAAACCAG GUUUUAGAGCUAUGCU	IDT
*Ctbp2*	GGGGCCGUUCAUGAUCUGG GUUUUAGAGCUAUGCU	IDT
*Ctbp2*	GUUGCACCUCACCUUUACCU GUUUUAGAGCUAUGCU	IDT

Table 1. CrRNA for CRISPR clones

**Table:** 

**Target**	**Cat. No.**	**LOT**	**RRID**	**Manufacturer**
CTBP1	612042	1209713	AB_399429	BD Biosciences
CTBP2	612044	1327035	AB_399431	BD Biosciences
Vinculin	13901	7	AB_2728768	Cell Signaling
anti-mouse IgG (HRP-coupled)	7076		AB_330924	Cell Signaling
anti-rabbit IgG (HRP-coupled)	111-035-003		AB_2313567	Jackson ImmunoResearch Labs

Table 2. Antibodies for Western blot

**Table:** 

**Name**	**Sequence**
CTBP1_geno_F	CCCCATTGTTTTGGGCATGG
CTBP1_geno_R	ACACGCTGATGCAGAGTCAA
CTBP2_geno_F	AAGGCTGTGTCCCGTCCTG
CTBP2_geno_R	AGCCACTACCGATTCGCACG

Table 3. Primer sequences

**Table:** 

**Software/package**	**Version**	**RRID**	**Reference**
FastQC		SCR 014583	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Salmon	1.9.0	SCR_017036	(Patro et al., 2017)
R	4.4.1	SCR_001905	(Team, 2018)
DESeq2	1.44.0	SCR_015687	(Love et al., 2014)
tximport	1.32.0	SCR_016752	(Soneson et al., 2015)
AnnotationHub	3.12.0	SCR_024227	(Morgan & Shepherd, 2024)
ggplot2	3.5.1	SCR_014601	(Wickham, 2016)
pheatmap	1.0.12	SCR_016418	https://github.com/raivokolde/pheatmap
clusterProfiler	4.12.6	SCR 016884	(Yu et al., 2012)

Table 4. Software

How the deposited data were processed for this re-analysis (not part of the article)

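RNA sequencing of J774.1 cells covered 18 samples, with 3 biological replicates of each of 2 genotypes (wildtype and Ctbp1/2 dKO) and 3 treatments (vehicle, MTOB and 4-Cl-HIPP). Samples were grouped by the genotype and treatment in their labels, which give no batch. According to the paper, the authors quantified transcripts with Salmon on Gencode M28 with GC correction, summarised them per gene with tximport and tested them with DESeq2. The authors deposited 1 table of 18204 genes. One unit is the TPM of each gene in each sample, which the authors computed from the Salmon estimates. Its header calls them scaled TPM, and each sample sums to between 999766 and 999897 over the listed genes, so no column is on the scale of counts. Another is a signal per gene, the mean normalized count over samples that the authors obtained with DESeq2. The last are the log2 fold change and the adjusted p-value that the authors computed with DESeq2 for each inhibitor in each genotype. Raw counts were not analysed here.

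The samples, the comparisons, the gene lists, the thresholds, the rule for named genes and a set of alternatives were fixed before the data were examined. That plan assumed counts and a count-based test. Because the values were TPM, the test was changed to limma on log2(TPM + 1). The pseudocount of 1 and the variance trend were settled after the table, the TPM of named genes, the authors' calls and 2 preliminary principal component analyses had been looked at. The trend was chosen on simulated data. Lists were tested on log2(TPM + 1) in place of the log2 CPM of the plan.

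Here, 16383 genes with a mean normalized count above the 10th percentile were fitted with the 6 group means over all samples, with empirical Bayes moderation and a variance trend on the log2 mean normalized count (limma 3.58.1, data.table 1.17.8, R 4.3.3). Contrasts were each inhibitor against vehicle within each genotype, dKO against wildtype under vehicle, MTOB against 4-Cl-HIPP in wildtype, and the difference of each inhibitor effect between genotypes. Adjustment was by Benjamini-Hochberg over all genes of a contrast. Calls required an adjusted p-value below 0.05 and a fold change above 1.5 (log2 0.585), and the interaction calls an adjusted p-value below 0.05 alone. The procedure was tested on simulated counts for the real genes with 200 genes of a mean count of at least 50 changed 2-fold, a dispersion of 0.01 and 5 runs. It recovered 96.6% of these with 5.4 false calls per run and made 0 calls between unchanged groups, and it recovered 74.5% of simulated interactions in such genes with 7.8 false calls per run. Recovery at lower counts was not measured.

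Principal components used the 500 most variable of the tested genes. The 8 gene lists (interferon, NRF2 antioxidant, amino acid response, sterol synthesis, translation elongation, inflammatory, metal response and dehydrogenases of the CTBP family) were written from general knowledge, because gene ontology tables were not at hand. They were tested with camera (inter-gene correlation 0.01), with adjustment over the 32 combinations of list and comparison, and with fry and camera with an estimated correlation as alternatives. Tests of the lists on the interaction and on the genotype contrast (24 tests) were chosen after the results were seen.

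Single genes named in the text are those that the paper names or labels in Fig. 1C, the 5 called genes per inhibitor with the largest log2 fold change in wildtype among those with a mean normalized count of at least 10 and no overlap between groups, the 3 genes per inhibitor with the smallest interaction p-value, and list members. Other genes of the interaction and of the overlap are named because their count is small or they stood out, after their values were seen.

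Simulations (100 each, fixed seeds) gave the values under unchanged groups that share vehicle samples and under equal inhibitor effects in both genotypes. Their noise was independent between genes or, a choice made after the results were seen, the residuals of the samples dealt out again within each genotype with random signs, which keeps the correlation between genes. GC content and length were taken from the GRCm39 reference. The authors' own deposited log2 fold changes and p-values were used only for the comparison with the paper, including 51 limits on expression tried after the values were seen. Positions of guides and primers were found by exact search of both strands of GRCm39. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.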

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

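The simulations of equal inhibitor effects, as applied to the interaction genes and to the genes called in dKO, those with the residuals of the samples as noise, the regroupings by unadjusted p-value and the list tests on the interaction and the genotype contrast were chosen only after the results were seen.

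The effect of MTOB differed between wildtype and dKO cells at 15 genes by a test of the difference itself (limma, Benjamini-Hochberg). The differences of the log2 fold change (wildtype minus dKO) were 0.57 for Cpd, 0.62 for Pou2f2, 0.68 for Marcksl1, 0.62 for Abr and -0.61 for Ptgs1, with adjusted p-values of 0.00109 to 0.0294 (limma, Benjamini-Hochberg). Among the 100 regroupings of the 12 samples after removal of the additive effects, the real one included, 1 gave as many interaction genes, and the largest count among the others was 3. In 4 sets of simulations of equal inhibitor effects in both genotypes, 0 of 100 in each reached the observed number, with at most 4 interaction genes. Both argue against noise around equal effects. By unadjusted p-value, 24 of the 100 regroupings gave as many as the 1123 genes observed, so that number adds nothing to the 15. The smallest mean normalized count of the 15 genes was 215, so they were not genes with few reads. Under vehicle, 6 of the 15 genes, among them Cpd (0.04), Abr (0.13) and Pou2f2 (-0.10), differed between dKO and wildtype by a log2 fold change of 0.13 or less, so a different starting level is not what these share, and it stays open for others such as Ptgs1 (3.10), Bmf (2.17) and Pcdhgc3 (-4.45). A partial requirement for CTBPs and a general difference in the response of the clones remain open and untested.

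For 4-Cl-HIPP no gene passed the interaction test. Any regrouping gives at least 0 genes, so that all 100 of the 100 did shows nothing. By unadjusted p-value there were 740 genes, as many as in 37 of the 100 regroupings (27 to 1068 in the others), so chance may account for these. Among the lists, the inflammatory one differed between genotypes in its response to 4-Cl-HIPP, by a median of 0.07 with 18 of 29 members higher in wildtype (adjusted p = 0.0158, camera of limma, Benjamini-Hochberg, 0.00752 with fry and 0.0730 with an estimated correlation).

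The interferon list differed between genotypes in its response to MTOB, with a median difference of 0.383 and 43 of 54 members higher in wildtype (adjusted p = 2.11e-09, camera of limma, Benjamini-Hochberg). The difference was not past the threshold with fry (adjusted p = 0.0516, limma, Benjamini-Hochberg) or with an estimated inter-gene correlation (adjusted p = 0.155). Gene length and GC content did not account for the rise in wildtype, since the median was 0.49 after their trends were removed, beyond 10000 random lists (p = 2e-04 by permutation, the smallest these lists can give). With median-ratio scaling between libraries it was 0.48. Under vehicle the same list was higher in dKO than in wildtype cells, by a median of 0.869 with 54 of 54 members higher (adjusted p = 1.67e-35, camera of limma, Benjamini-Hochberg, and 0.0141 with an estimated correlation). Whether this higher starting level limited a further rise was not tested and stays open beside a requirement for CTBPs.

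A signal outside the genes that the paper discusses was found among genes called in dKO cells with an adjusted p-value of 0.05 or more in wildtype (limma, Benjamini-Hochberg), 95 for MTOB (36.3% of those called in dKO) and 17 for 4-Cl-HIPP (68.0%). None of them differed between genotypes by the interaction test, while 51 and 9 had an unadjusted interaction p-value below 0.05. In simulations of equal effects for genes past the threshold in the pooled data, with the residuals of the samples as noise, 39 of 100 reached 95 and 19 of 100 reached 17, and 74 and 61 did with effects for all genes. With independent noise 9 and 3 of 100 did with the former effects and all 100 with the latter. The latter gave more calls in dKO than observed, so their counts weigh little. With the residuals as noise their means were 439 for MTOB and 64.1 for 4-Cl-HIPP, against 262 and 25. By the former effects with the residuals, noise around equal effects may account for these genes.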

How the results depend on the processing

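Omission of single replicates for the gene lists, a pseudocount of 0.1, median-ratio scaling, a mean normalized count of at least 10, another variance trend and rescaled TPM for the principal components were chosen after seeing the data. The alternatives set beforehand that need counts (DESeq2 size factors, the DESeq2 Wald test, the filterByExpr filter, the variance-stabilizing transformation and log2 CPM) were not run, because the values were TPM. Among the alternatives run, no inhibitor comparison changed its order, with more genes for MTOB than for 4-Cl-HIPP in each genotype. For changes named below the cause was not tested, except where fewer samples or the absence of a limit changes a count by construction.

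Without a fold-change limit, counts rose by construction to 1189 for MTOB and 56 for 4-Cl-HIPP in wildtype, 1080 and 81 in dKO, 1768 for dKO against wildtype, 1494 for MTOB against 4-Cl-HIPP, and 580 and 24 for CTBP-dependent genes. With only the compared groups in the fit, there were 14 genes for 4-Cl-HIPP in wildtype, 134 for MTOB and 7 for 4-Cl-HIPP in dKO, and 9 and 2 interaction genes for MTOB and 4-Cl-HIPP, from fewer samples.

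Replicate numbers are shared between groups, but same-numbered samples of a genotype did not deviate together (r from -0.136 to 0.0607 over 18 pairs, 0 of them above 0.1), so the numbers were not taken as pairs. With a replicate block the MTOB interaction count was 9. With a replicate block within genotype it was 6, and 15 genes were called for 4-Cl-HIPP in wildtype (2 repressed), 6 of them CTBP-dependent (2 repressed). The latter block also removed the 4-Cl-HIPP calls of Commd1b, Coro2a and Ifi207 in wildtype (adjusted p = 0.0523 to 0.0587, limma with Benjamini-Hochberg adjustment). In dKO it raised the adjusted p-value of Xylt1 with 4-Cl-HIPP above 0.05 (0.0673). Xylt1 was below the fold-change limit there (log2 fold change 0.462) and so was not a call. No other count moved by more than 1.5 times with either block, and the former, with which the lists were tested too, changed no list call.

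With a pseudocount of 0.1 the slopes of dKO on wildtype changes were 0.337 for MTOB and 0.094 for 4-Cl-HIPP. No scaling moved the share of induced genes by 10 points or the median of all genes by 0.1. With median-ratio scaling the medians of lists near 0 reversed, to 0.026 for elongation with MTOB in dKO, and to -0.001 and -0.008 for the antioxidant list with 4-Cl-HIPP in wildtype and dKO.

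The principal component shares (PC1, PC2, PC3) were 24.25%, 10.6% and 5.81% with all genes above the expression limit, 33.33%, 10.17% and 5.41% with each gene scaled to unit variance, 48.06%, 10.61% and 5.88% with a mean normalized count of at least 10, and 47.26%, 5.89% and 4.9% with TPM rescaled to the mean normalized count. Without each replicate number in turn they ranged from 31.55% to 31.79%, 9.8% to 11.25% and 8.83% to 9.15%.

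Camera with an estimated correlation lost the calls for the interferon list with MTOB in dKO (0.197) and with 4-Cl-HIPP in wildtype (-0.111) and dKO (-0.2), for elongation (-0.052) and for the metal list (0.189), both with 4-Cl-HIPP in wildtype. Fry lost those for elongation (-0.052) and interferon (-0.111) with 4-Cl-HIPP in wildtype, and gained the metal list with MTOB in wildtype (0.242) and dKO (0.344).

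Across the fits that each left out 1 replicate, counts ranged from 291 to 309 (MTOB) and 9 to 23 (4-Cl-HIPP) in wildtype, 220 to 278 and 11 to 31 in dKO, 700 to 746 for dKO against wildtype, 377 to 412 for MTOB against 4-Cl-HIPP, 115 to 178 and 2 to 16 for CTBP-dependent genes, 6 to 19 and 0 to 3 for the interaction, 2 to 10 for shared genes and 36 to 54 for MTOB genes that mimic the knockout. The lowest 4-Cl-HIPP counts (9, 2 and 2) came without the wildtype 4-Cl-HIPP sample of replicate 2, and 16 and 31 without the dKO 4-Cl-HIPP samples of replicates 3 and 2. Slopes ranged from 0.541 to 0.654 (MTOB) and 0.195 to 0.701 (4-Cl-HIPP). List medians ranged as follows with MTOB in wildtype and dKO, interferon 0.428 to 0.56 and 0.104 to 0.263, dehydrogenases -0.011 to 0.065 and -0.112 to 0.002, and elongation in dKO -0.018 to 0.029. With 4-Cl-HIPP in wildtype and dKO they were, for interferon, -0.107 to -0.075 and -0.258 to -0.147, elongation -0.054 to -0.022 and -0.025 to 0.017, metal 0.158 to 0.208 and 0.205 to 0.304, and antioxidant -0.01 to 0.02 and -0.021 to 0.019, and in dKO for the amino acid response -0.018 to 0.034, dehydrogenases -0.196 to -0.041 and inflammatory -0.087 to -0.043.

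Of the values of single named genes under all alternatives, 900 kept direction and side of the threshold. Another 50 lost an adjusted p-value below 0.05, 3 gained one and 4 reversed. Ndor1 with MTOB in dKO ranged from -0.491 (without dKO MTOB replicate 1) to 0.893, and Phgdh with MTOB in wildtype from -0.047 (without wildtype MTOB replicate 2) to 0.093. Because the depth of the samples is unknown, absence of a call for a gene with few reads does not show absence of a change.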

Differences from the paper's values

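The 51 expression limits, and the added settings named below, were chosen after the values were seen. Other settings belong to the alternatives set before the data were examined.

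For 4-Cl-HIPP in wildtype cells, 23 genes were called against the paper's 35. None of the alternatives set before the data were examined closed the gap, with 22 without an expression limit, 56 without a fold-change limit, 14 with only the compared groups, 19 with a replicate block, 15 with the block within genotype and 9 to 23 without single replicates. Chosen after seeing the values, a mean normalized count of at least 10 gave 26 and a pseudocount of 0.1 gave 31, both within 1.5 times. Repressed 4-Cl-HIPP genes numbered 5 against about 9 in Fig. 1C, read by eye. The number was 6, within 1.5 times, without a fold-change limit and without wildtype 4-Cl-HIPP replicate 3 or wildtype vehicle replicate 2, and 0 to 5 under the others set beforehand, and 7 with the pseudocount of 0.1.

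For MTOB, 147 genes were CTBP-dependent against the paper's 93. The count fell within 1.5 times of the paper's with the replicate block within genotype (137) and without any of the wildtype replicates (115 to 131). It did not without an expression limit (144), without a fold-change limit (580), with the absence of a response in dKO taken as a fold change below 1.5 (181) or as not past both limits (196), with only the compared groups (145), with the replicate block (141) or without dKO replicates (153 to 178). It did with a mean normalized count of at least 10 (139), chosen after seeing the values. Of these genes 97 were induced against about 62 in Fig. 1C, read by eye, which was closed by leaving out wildtype replicates (73 to 90) and, chosen after seeing the values, by a mean normalized count of at least 10 (92), and by no other setting, and 50 were repressed against about 31 in Fig. 1C, read by eye, closed with only the compared groups (34), with the replicate block (44), with the block within genotype (43), without dKO vehicle replicate 1 (46), without wildtype replicates (33 to 45) and, chosen after seeing the values, with median-ratio scaling (44), and not by the others (47 to 287).

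For 4-Cl-HIPP, 11 genes were CTBP-dependent against the paper's 17. The gap closed without a fold-change limit (24), with the absence of a response in dKO taken as a fold change below 1.5 (13) or as not past both limits (15), with only the compared groups (14), and without dKO 4-Cl-HIPP replicate 1 (15) or 3 (16), dKO vehicle replicate 1 (12) or 2 (15), or wildtype 4-Cl-HIPP replicate 3 (13). It did not without an expression limit (10), with the replicate block (8), with the block within genotype (6), or without the other replicates (2 to 11). Chosen after seeing the values, a mean normalized count of at least 10 (12) and a pseudocount of 0.1 (16) closed it too. Of these genes 5 were repressed against about 8 in Fig. 1C, read by eye. The number was 6 without dKO 4-Cl-HIPP replicate 3, wildtype 4-Cl-HIPP replicate 3 or wildtype vehicle replicate 2, 0 to 5 under the others set beforehand, and 7 with the pseudocount of 0.1.

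PC1 held 29.0% of the variance against the paper's 46.8%. Scaling each gene to unit variance (33.33%) and leaving out a replicate number (31.55% to 31.79%) came within 1.5 times, and all filtered genes (24.25%) did not. With settings chosen after seeing the values it was 47.26% (TPM rescaled to the mean normalized count) and 48.06% (mean normalized count of at least 10). PC2 held 7.72% against the paper's 19.4%, which none of the alternatives set before the data were examined closed (9.8% to 11.25%). PC3 held 6.63% against the paper's 3.9%, closed with all filtered genes (5.81%) and with unit variance (5.41%) and not by leaving out a replicate number (8.83% to 9.15%). Settings chosen after seeing the values gave 4.9% and 5.88%.

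The authors' deposited fold changes and adjusted p-values, held to the thresholds of the paper, gave 375 genes for MTOB and 36 for 4-Cl-HIPP in wildtype cells, of which 293 and 18 were also called here, and 156 and 19 CTBP-dependent genes. Among the 51 expression limits chosen after the values were seen, keeping genes with a mean normalized count above the median (57.27) gave 292 and 34 genes, 107 and 17 of them CTBP-dependent, which is not known to be the paper's setting.

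Fig. 1B shows 4-Cl-HIPP apart from vehicle on PC3, whereas here 4-Cl-HIPP against the rest had an R2 of 0.0261 on PC3, and at most 0.262 under the alternatives run, including those chosen after seeing the values. The rest includes MTOB, unlike the contrast of the figure. For the 3 treatments as groups the R2 on PC3 was 0.0299, and 0.465 without replicate 1 (MTOB against the rest 0.0294). On PC4 it was 0.407 with all filtered genes and 0.406 with unit variance (MTOB 0.0064 and 6e-04). Some settings thus set 4-Cl-HIPP and vehicle partly apart. The paper reports translation elongation among the CTBP-dependent 4-Cl-HIPP genes. Here Cpeb2 (0.57, adjusted p = 0.140, limma, Benjamini-Hochberg) and Usp16 (-0.64, adjusted p = 0.284) were not called under any setting, while the authors' deposited values call both (0.64 and -0.67, adjusted p = 0.0374 and 0.0463 by the authors' DESeq2). Fig. 1C labels Angpt2 among 4-Cl-HIPP genes, and here Angpt2 was unchanged and Angptl2 rose. The paper found no specific pathway among off-target genes, whereas the antioxidant list rose by 0.48 and the inflammatory list by 0.64 with MTOB in dKO cells. The measures are unlike. The paper tested overrepresentation of gene ontology terms among called genes, and here the medians cover all tested members of a list. Hmox1 and Txnrd1 of the antioxidant list are also labelled in Fig. 1C, from these same data.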

Other observations

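The tests of the shared vehicle samples on the excess of shared signs and the simulations with the residuals of the samples as noise were chosen only after the result was seen.

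Splits of the 6 samples of a comparison into 3 and 3 number 10, so no share below 0.1 can be reached. For each of the 4 inhibitor comparisons, for dKO against wildtype and for MTOB against 4-Cl-HIPP, only the real split, 1 of 10, gave as many called genes, and other splits gave at most 3.

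The 147 CTBP-dependent MTOB genes were compared with noise around equal effects in both genotypes. With noise independent between genes and effects for genes past the threshold in the pooled data, 0 of 100 simulations gave as many (62 to 99; all 100 did with effects for all genes), and none had as few as the 262 genes called in dKO or as many as the 1123 with an unadjusted interaction p-value below 0.05. The ranges of this noise were too narrow, however, since the 740 such genes of 4-Cl-HIPP also lay outside theirs, on the other side (761 to 896). With the residuals of the samples as noise, 15 of 100 simulations gave 147 or more (21 to 221), 20 had 262 or fewer calls in dKO and 30 had 1123 or more genes by unadjusted p-value, and with effects for all genes these were 61, 13 and 30. The observed share of 44.8% was reached in 1 of 100 with the former effects and in 50 with the latter. Noise around equal effects may therefore account for the number of these genes, less readily for their share if only the former genes respond. For the 11 genes of 4-Cl-HIPP it may too, since 37 of 100 simulations gave as many with independent noise and 42 with the residuals.

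The CTBP-dependent MTOB genes shared the sign of the knockout change more often than the other MTOB genes, by 11.4 percentage points. With the genotype change taken from the 4-Cl-HIPP samples the excess was 0.831 points, so the wildtype vehicle samples that both changes share may account for it.

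The fall of the interferon list with 4-Cl-HIPP in wildtype was -0.19 after removal of the trends on gene length and GC content and -0.13 with median-ratio scaling, so neither accounted for it, but it did not pass with fry or an estimated correlation. The rise of the antioxidant list with MTOB was 0.39 in wildtype and 0.46 in dKO after removal of the same trends. This argues against length and GC content as its source, and a response to MTOB that needs no CTBP is a candidate explanation. Of the 10 antioxidant genes called in wildtype none was CTBP-dependent (adjusted p = 0.0418 against the called genes, two-sided Fisher's exact test with Benjamini-Hochberg adjustment), compared with 2 of 11 inflammatory genes (adjusted p = 0.640). The difference of the antioxidant response between genotypes had a median of -0.069 (adjusted p = 0.0132, camera of limma, Benjamini-Hochberg, 0.0401 with fry and 0.0730 with an estimated correlation), and that of the sterol list of -0.082 (adjusted p = 0.0141, camera, 0.150 with fry and 0.208 with an estimated correlation).

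The paper proposes PHGDH as an additional target. Inhibition of serine synthesis could raise the amino acid response list in cells without CTBPs. Whether it does so within 4 h in the full growth medium used was not tested. Neither a rise nor its absence therefore decides whether PHGDH is a target. With MTOB in dKO cells this list rose by a median of 0.14, with 20 of 28 members higher (adjusted p = 3.09e-05, camera of limma, Benjamini-Hochberg), as it might under such an inhibition. The list rose in wildtype too (0.19, adjusted p = 6.74e-06, camera of limma, Benjamini-Hochberg). The members Psat1 (-0.03), Psph (0.03) and Shmt2 (-0.06), in contrast, did not change in dKO cells, and Asns rose by 0.20 without passing the threshold (adjusted p = 0.0902, limma, Benjamini-Hochberg). Other stresses raise the same list and were not tested. With 4-Cl-HIPP in dKO cells the list did not change (-0.005, adjusted p = 0.414, camera of limma, Benjamini-Hochberg).

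The remaining list results were as follows, each by camera of limma with Benjamini-Hochberg adjustment. With 4-Cl-HIPP in wildtype the amino acid response list changed by 0.032 (adjusted p = 0.474, limma, Benjamini-Hochberg), and the sterol list fell with MTOB by -0.17 in wildtype (adjusted p = 5.98e-05) and by -0.045 in dKO (adjusted p = 0.135). The antioxidant list changed with 4-Cl-HIPP by 0.012 and 0.004 (adjusted p = 0.445 and 0.733, limma, Benjamini-Hochberg), and the inflammatory list changed with 4-Cl-HIPP by 0 in wildtype (adjusted p = 0.912) and by -0.073 in dKO (adjusted p = 0.00819), -0.043 without dKO 4-Cl-HIPP replicate 3. The elongation list changed with MTOB by -0.022 and -0.004 (adjusted p = 0.623 and 0.749, limma, Benjamini-Hochberg), and with 4-Cl-HIPP in dKO by -0.011 (adjusted p = 0.994). The metal list of 4 genes rose with 4-Cl-HIPP by 0.19 and 0.26 (adjusted p = 0.0270 and 0.0108, limma, Benjamini-Hochberg), and past the threshold neither without wildtype 4-Cl-HIPP replicate 1 (0.0726) or wildtype vehicle replicate 3 (0.0574) nor without dKO vehicle replicate 1 (0.0585), and with MTOB it rose by 0.24 and 0.34 (adjusted p = 0.157 and 0.0660). The dehydrogenase list, which holds the 2 knocked-out genes, changed in wildtype by 0.024 with MTOB and 0.056 with 4-Cl-HIPP (adjusted p = 0.933 and 0.653, limma, Benjamini-Hochberg).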
